# Sperm DNA methylation alterations induced by gestational arsenic exposure are established stepwise during spermatogenesis

**DOI:** 10.1265/ehpm.26-00047

**Published:** 2026-07-03

**Authors:** Takehiro Suzuki, Kazuyuki Okamura, Keiko Nohara

**Keywords:** Prospermatogonia, Type A spermatogonia, DNA methylation, Gestational exposure, Arsenic

## Abstract

**Background:**

Gestational exposure to environmental toxicants has been reported to be associated with epigenetic alterations in the male germ line. We have previously demonstrated that gestational arsenic exposure induces characteristic DNA methylation alterations in F1 sperm, namely the global DNA hypomethylation and the retrotransposon-associated alterations, including an increased frequency of differentially methylated cytosines (DMCs) and a predominance of hypomethylated DMCs (hypoDMCs) within long terminal repeats (LTRs) and long interspersed nuclear elements (LINEs). Hypomethylation of retrotransposon promoters is associated with increased detrimental retrotransposition and may contribute to disease development. Determining when and how these methylation alterations occur during spermatogenesis is important for elucidating the underlying molecular mechanisms.

**Methods:**

To determine the developmental stage at which these alterations are established, prospermatogonia and type A spermatogonia were isolated from late-gestation and early postnatal testes of F1 male mice exposed to arsenic during gestation. Genome-wide DNA methylation profiles were analyzed in each cell population using reduced representation bisulfite sequencing (RRBS). Global methylation levels and the genomic distribution of DMCs, with particular focus on retrotransposon-associated regions, were examined. In addition, the expression of genes encoding DNA methylation-related enzymes was measured.

**Results:**

Global DNA hypomethylation was observed in prospermatogonia derived from arsenic-exposed mice and was also detected in type A spermatogonia. In contrast, an increased frequency of DMCs and a predominance of hypoDMCs within retrotransposon-associated regions were not observed in prospermatogonia or type A spermatogonia, suggesting that these locus-specific alterations may be established during later stages of spermatogenic differentiation subsequent to the type A spermatogonial stage. Furthermore, decreased expression of Dnmt and Tet family genes was observed in prospermatogonia from the arsenic-exposed group.

**Conclusions:**

These findings demonstrate that sperm DNA methylation alterations induced by gestational arsenic exposure are established in a stepwise manner during spermatogenesis. Global DNA hypomethylation associated with alterations in epigenetic remodeling processes is established at the prospermatogonial stage. Subsequently, more locus-specific alterations, characterized by an increased frequency of DMCs and a predominance of hypoDMCs primarily within LTR and LINE retrotransposon regions, emerge during later stages of spermatogenic differentiation subsequent to the type A spermatogonial stage.

**Supplementary information:**

The online version contains supplementary material available at https://doi.org/10.1265/ehpm.26-00047.

## Background

Environmental exposures during pregnancy have increasingly attracted attention as important determinants of health in subsequent generations. Accumulating evidence from human epidemiological studies and experimental animal models indicates that chemical exposures during gestation can influence epigenetic programming of the germ line in offspring and may consequently affect reproductive function and health outcomes in later generations [1–3]. Among various epigenetic modifications, DNA methylation has been shown to be altered in sperm. Multiple studies have reported that environmental exposures during pregnancy can modify sperm DNA methylation patterns in male offspring, thereby potentially influencing disease susceptibility in subsequent generations [4–8]. These findings underscore the importance of elucidating how gestational environmental exposures affect germ cell development and how epigenetic information may be transmitted across generations.

Arsenic is a widely distributed environmental metalloid that has been associated with carcinogenesis, metabolic disorders, and reproductive dysfunction [9–11]. In particular, gestational arsenic exposure is of significant concern because epidemiological studies in humans suggest that it may exert adverse effects across generations [12, 13]. In our previous animal study, we used C3H mice—a strain in which males exhibit a high incidence of spontaneous hepatocellular tumors—and exposed pregnant dams to arsenic from gestational day 8 to 18 (GD8–18). We found that F2 male offspring derived from F1 males exposed in utero showed a significantly increased incidence of liver tumors later in life [14]. To elucidate the mechanism underlying this phenomenon, we next analyzed DNA methylation patterns in sperm derived from F1 males that had been exposed to arsenic in utero. Gestational arsenic exposure in the F0 generation induced global DNA hypomethylation in F1 sperm. In particular, DNA methylation alterations were observed within transposable element sequences, including long terminal repeats (LTRs) and long interspersed nuclear elements (LINEs), characterized by an increased number of differentially methylated cytosines (DMCs) and a predominance of hypomethylated DMCs (hypoDMCs) [15]. Hypomethylation of retrotransposon promoter regions is associated with increased detrimental retrotransposition and may contribute to the development of various diseases, including cancer [16–19]. To determine whether these retrotransposon-associated methylation alterations influence the next generation, we examined whether the characteristic DNA methylation features observed in F1 sperm were also detectable in the F2 generation. We found that these methylation signatures were detectable in F2 embryos and F2 somatic tissues, but not in F2 sperm [20, 21]. These findings suggest that arsenic-induced DNA methylation alterations in the F1 male germ line can be transmitted to the F2 generation.

Spermatogenesis is a dynamic process characterized by stage-specific epigenetic reprogramming. In mice, prospermatogonia present in the late fetal testis differentiate into type A spermatogonia during the early postnatal period. These developmental transitions are accompanied by large-scale DNA methylation changes that are essential for establishing the mature sperm epigenome [22–24]. However, it remains unclear whether the DNA methylation alterations observed in F1 sperm following gestational arsenic exposure arise during these early germ cell stages or are induced later during spermatogenic differentiation. Determining when and how arsenic-induced DNA methylation changes occur is important for elucidating the underlying molecular mechanisms.

In this study, to determine at which stage of spermatogenesis the characteristic DNA methylation features observed in F1 sperm emerge, we isolated prospermatogonia from gestational day 18 (GD18) fetal testes and type A spermatogonia from postnatal day 6 (PD6) testes of F1 male mice exposed to arsenic during gestation, and performed genome-wide DNA methylation analyses in each cell population. We found that global DNA hypomethylation was already detectable at the prospermatogonial stage, whereas an increased frequency of DMCs and a predominance of hypoDMCs within LTR and LINE regions were not observed in prospermatogonia or type A spermatogonia, suggesting that these retrotransposon-associated alterations may be induced at stages subsequent to type A spermatogonia. These findings provide new insight into the developmental timing and molecular basis of arsenic-induced epigenetic alterations in the male germ line.

## Methods

### Animals and experimental design

Animal procedures were performed as previously described [14]. Briefly, pregnant C3H/HeN mice (F0) were purchased from CLEA Japan (Tokyo, Japan) and maintained with ad libitum access to a standard laboratory diet (CA-1; CLEA Japan) and tap water. The control group received tap water throughout gestation, whereas the arsenic-exposed group was provided with tap water containing 85 ppm sodium arsenite (NaAsO_2_) from gestational day (GD) 8 to GD18. The exposure level used in this study (85 ppm sodium arsenite) was selected based on previous studies in the same model [14, 15, 20, 40]. Lower exposure levels were reported to have limited effects on tumorigenesis in F1 offspring [40], whereas 85 ppm induced a marked increase in hepatic tumor incidence in F1 males without overt maternal or developmental toxicity. In addition, immunohistochemical analysis of testes from 17-week-old F1 males did not reveal obvious differences between control and arsenic-exposed groups (Fig. S1).

For prospermatogonia isolation, testes were collected from male embryos at GD18 from control and arsenic-exposed dams. For type A spermatogonia isolation, testes were collected at postnatal day 6 (PD6) from male offspring of control and arsenic-exposed F1 groups. Mice were handled in a humane manner in accordance with the National Institute for Environmental Studies (NIES) guidelines for animal experiments. All the protocols for animal experiments were approved by the Animal Care and Use Committee of the National Institute for Environmental Studies.

### Isolation of prospermatogonia and type A spermatogonia

Isolation of prospermatogonia and type A spermatogonia was performed with slight modifications based on a previously described protocol [25]. Briefly, testes were collected from GD18 and PD6 mice, decapsulated, and digested in HBSS (Thermo Fisher Scientific) containing 1.0 mg/mL collagenase IV (Thermo Fisher Scientific) and 5 U/mL DNase I (New England Biolabs) at 37 °C for 20 minutes to dissociate seminiferous tubules. After centrifugation, the supernatant was discarded, and the seminiferous tubules were further digested with trypsin–EDTA (Thermo Fisher Scientific) supplemented with 5 U/mL DNase I at 37 °C for 10 minutes. The digestion was quenched with F-MACS buffer (10% FBS, 2 mM EDTA, 0.5% BSA in PBS) [25], and the resulting cell suspension was filtered through a 70-µm cell strainer (Corning).

Cells obtained from GD18 or PD6 testes were resuspended in 100 µL of MACS buffer (2 mM EDTA, 0.5% BSA in PBS) and incubated on ice for 30 minutes with biotin-conjugated anti-CD90.2 (Thy1.2) or biotin-conjugated anti-CD49f (Itga6) antibodies (Miltenyi Biotec), which recognize surface markers of prospermatogonia and type A spermatogonia, respectively [25, 26]. Magnetic anti-biotin microbeads were then added, followed by incubation on ice for 15 minutes. After adding 1.5 mL of MACS buffer, samples were centrifuged at 1,000 rpm for 6 minutes at 4 °C, and the supernatant was discarded. The cell pellet was resuspended in 1 mL of MACS buffer and applied to MS columns (Miltenyi Biotec) for magnetic separation of prospermatogonia and type A spermatogonia.

For prospermatogonia, 36 testes collected from 18 GD18 embryos were pooled to generate one biological replicate, whereas for type A spermatogonia, 8 testes collected from four PD6 mice were pooled per biological replicate. To minimize litter effects, no more than two fetal testes from the same dam were included in each pooled sample. This pooling strategy was used to obtain sufficient numbers of germ cells for downstream analyses and provides a representative average of each group while reducing the influence of inter-individual variability within samples. For DNA and RNA extraction, isolated cells were centrifuged, homogenized in Buffer RLT Plus (QIAGEN) containing 1% β-mercaptoethanol, and stored at −80 °C until further processing. For sequencing analysis, samples with markedly lower sequencing depth were excluded. Specifically, one arsenic-exposed prospermatogonia sample (21.8 million reads), which was approximately 20% lower than the average read number (26.9 million reads), was excluded from the analysis.

### DNA and RNA extraction

DNA and RNA were prepared from the homogenate of each cell population using an AllPrep DNA/RNA Mini Kits (QIAGEN). DNA was trapped and purified on the column and eluted with 50 µl of buffer according to the manufacturer’s protocol. RNA was obtained in the flow-through fraction and concentrated using an RNeasy MinElute spin column (QIAGEN) according to the manufacturer’s instructions.

### DNA methylation analysis by reduced representation bisulfite sequence (RRBS) and identification of differentially methylated cytosines (DMCs) and regions (DMRs)

The preparation of RRBS libraries from 100 ng of genomic DNA was carried out as described previously [20, 21, 27] with some modifications. For RRBS analysis, as described above, five pooled samples of prospermatogonia and four pooled samples of type A spermatogonia were used for each of the control and arsenic-exposed groups. The RRBS libraries were sequenced on an Illumina Novaseq. The sequence data are publicly available at the Gene Expression Omnibus (GEO) with accession numbers GSE327920 and GSE327919 for prospermatogonia and type A spermatogonia, respectively. Adapter trimming of the sequencing reads was performed using Trim Galore. Adapter- and quality-trimmed sequencing reads were mapped to the mouse reference genomes (mm10) using Bismark [28]. The methylation level of each CpG was calculated using a methylKit package [29] on R as described by Nohara et al. [15, 20]. CpG sites that were commonly detected in all prospermatogonia samples (n = 10) and in all type A spermatogonia samples (n = 8) and had a coverage of 10 or more were identified as CpG. The methylation level of a given CpG in each sample was calculated as (coverage of C/(coverage of C + coverage of T)). The average methylation level was calculated as the mean value of methylation levels of all CpGs concerned. Among CpGs, DMCs were selected on the prospermatogonia and type A spermatogonia RRBS data using a methylKit on R. Differentially methylated cytosines (DMCs) were identified using the methylKit package in R. Statistical significance was assessed using logistic regression implemented in methylKit, and q-values were calculated based on false discovery rate (FDR) correction. CpG sites with a q-value ≤ 0.01, coverage ≥ 10 in all samples, and ≥10% methylation difference between the two groups were defined as DMCs. Differentially methylated regions (DMRs) were selected using eDMR [41] utilizing the data obtained from methylKit by calculateDiffMeth analysis as described above DMRs were defined as regions which contain 3 or more CpGs and at least one DMC (meth diff ≥ 10%) and having ≥10% methylation difference with statistical significance. DMRs were subsequently annotated using HOMER. The bisulfite conversion rate calculated using the processBismarkAln function in methylKit was 95.9–98.0%.

Principal component analysis (PCA) was performed on genome-wide DNA methylation data using the prcomp function in R. For prospermatogonia and type A spermatogonia, PCA was conducted using all CpG sites obtained in the present study, whereas for sperm, all CpG sites previously obtained in Nohara et al. 2020 [15] (GEO accession number: GSE150650) were used.

### Annotating regions in the genome using HOMER and analysis of retrotransposon subfamilies

The CpGs were annotated by HOMER software and categorized according to the detailed annotation assignments of the software as described previously [15]. The default condition was used, and the promoter region was set from −1 kb to +100 b from TSS. The positions of repeats including those CpGs on the genome were determined by the method described by Nohara et al [20, 21].

### Real-time PCR analysis

RNA was reverse-transcribed using SuperScript™ First-Strand Synthesis System for RT-PCR (Invitrogen), and real-time PCR was performed with Light Cycler 480 SYBR Green I Master kit (Roche) on a Light Cycler 96 (Roche). The gene expression levels were normalized by *Cyclophilin B* (*Cpb*) expression level. Primer sequences are shown in Table S1. The annealing temperature was 64 °C for all the primers.

### Statistical analysis

The differences in the methylation levels between the control groups and arsenic groups were tested by a Welch t-test or permutation test. Expression levels of germ cell marker genes in the two groups were assessed by Student’s t test. The probability of occurrence of hypo- and hyperDMCs compared to the occurrence of CpGs in each genomic region was assessed by Fisher’s exact test.

## Results

### Validation of antibody-isolated cell populations

To confirm that the cell fractions isolated from GD18 and PD6 testes by antibody-based magnetic separation corresponded to prospermatogonia and type A spermatogonia, respectively, we quantified the expression of stage-associated marker genes by real-time PCR. *CD90.2/Thy1.2* and *Oct4*, which are highly expressed in prospermatogonia, as well as *CD49f/Itga6* and *Gfra1*, which are enriched in type A spermatogonia, were analyzed [25, 26, 30, 31]. Cells isolated using the anti-CD90.2/Thy1.2 antibody exhibited significantly higher expression of prospermatogonial markers compared with cells isolated using the anti-CD49f/Itga6 antibody (Fig. 1A). Conversely, cells isolated using the anti-CD49f/Itga6 antibody showed significantly higher expression of type A spermatogonial markers compared with cells isolated using the anti-CD90.2/Thy1.2 antibody (Fig. 1A). These results indicate that the antibody-isolated cell fractions from GD18 and PD6 testes were predominantly enriched for prospermatogonia and type A spermatogonia, respectively.

**Fig. 1:**
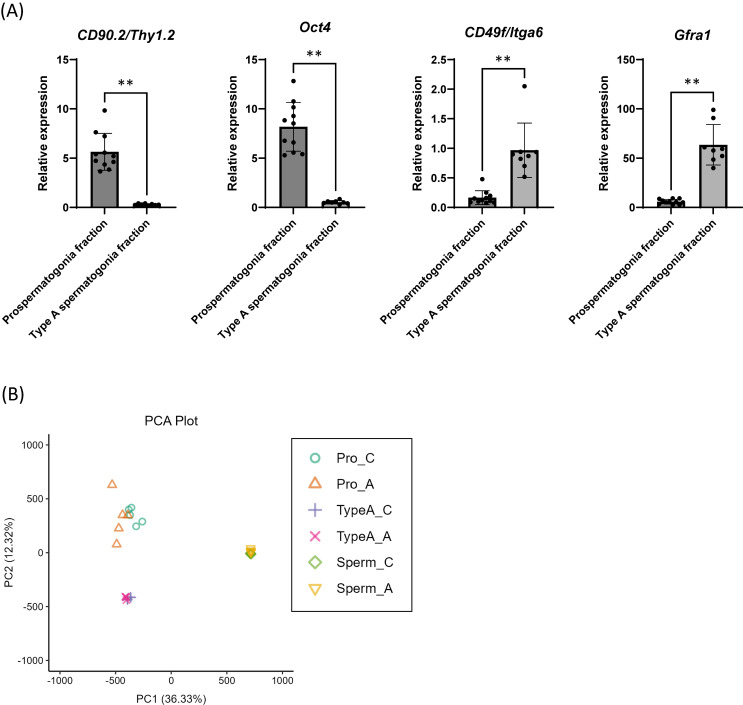
Validation of antibody-isolated prospermatogonia and type A spermatogonia. (A) Relative mRNA expression levels of stage-specific marker genes. The prospermatogonia fraction and type A spermatogonia fraction were isolated from GD18 fetal testes (n = 11) and PD6 testes (n = 8), respectively. Bar graphs represent mean ± SEM. Statistical significance was assessed using a two-tailed unpaired Welch’s t-test. **P < 0.0001 (prospermatogonia fraction vs. type A spermatogonia fraction). (B) Principal component analysis (PCA) based on genome-wide CpG methylation data obtained by RRBS from prospermatogonia, type A spermatogonia and sperm in control and arsenic-exposed groups (prospermatogonia: control (C) n = 5, arsenic (A) n = 5; type A spermatogonia: control n = 4, arsenic n = 4; sperm: control n = 5, arsenic n = 5). “Pro” indicates prospermatogonia, and “TypeA” indicates type A spermatogonia.

Next, we performed principal component analysis (PCA) using genome-wide DNA methylation data obtained by RRBS (Fig. 1B). The samples formed distinct clusters according to the developmental stage of the male germ cells, demonstrating clear differences in DNA methylation profiles among prospermatogonia, type A spermatogonia, and sperm (data from Nohara et al., 2020 [15]). These results suggest that the prospermatogonial and type A spermatogonial fractions used for methylation analysis were appropriately isolated.

### Genome-wide DNA methylation analysis of F1 prospermatogonia

To determine whether the global DNA hypomethylation and the retrotransposon-associated alterations, including an increased frequency of DMCs and a predominance of hypoDMCs within LTR and LINE regions, observed in F1 sperm following gestational arsenic exposure are already established at the prospermatogonial stage, we performed RRBS analysis using DNA derived from F1 prospermatogonia. MethylKit analysis (destrand = false) identified 1,348,062 CpG sites common to all 10 samples from the control and arsenic-exposed groups.

The average DNA methylation level across all chromosomes was significantly lower in the arsenic group (45.39%) compared with the control group (45.98%) (Fig. 2A, Fig. S2A). A volcano plot illustrating methylation differences at individual CpG sites revealed a greater number of significantly hypomethylated CpGs in the arsenic group (Fig. 2B). Using a threshold of ≥10% methylation difference and q < 0.01, 19,990 hypoDMCs (blue) and 10,558 hyperDMCs (red) were identified (Fig. 2B).

**Fig. 2:**
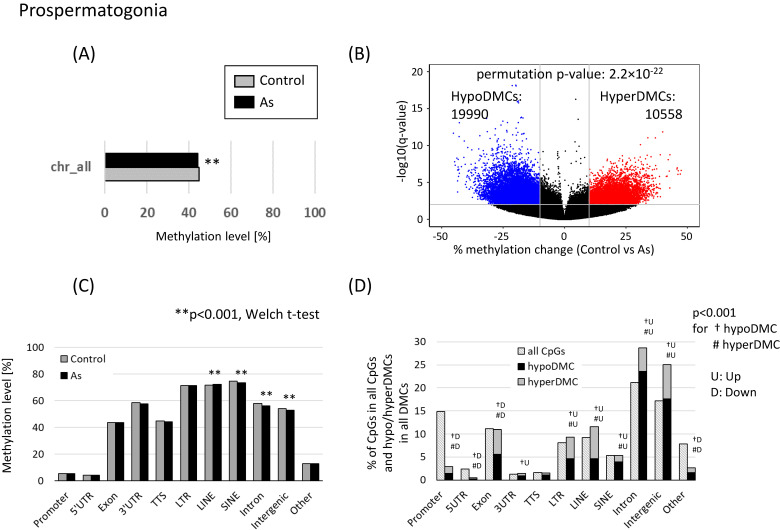
Methylome profiles of F1 prospermatogonia in the control and arsenic groups. A) Average methylation levels of all CpGs and in all chromosomes in F1 prospermatogonia. The differences in the methylation levels between the control and arsenic groups were tested by Welch’s t test. B) Volcano plot for the differences in the methylation levels of CpG sites between the control and arsenic groups. The x- and y-axes represent the difference in average methylation levels and q-values, respectively. P value for the difference in the methylation levels of all CpGs between the control and arsenic groups was assessed by permutation assay. Numbers in the graph indicate the counts of hypoDMCs and hyperDMCs. C) Average methylation levels of all CpGs in the annotated regions. The differences in the methylation levels between the control and arsenic group were tested by Welch’s t test. D) Distribution (%) of detailed annotated regions among all CpGs (gray bars) and among all DMCs (hypoDMCs (black bars) plus hyperDMCs (white bars)). For each region, difference in the occurrence of CpGs in all CpGs, and hypoDMCs in all hypoDMCs or hyperDMCs in all hyperDMCs, was assessed by Fisher’s exact test. Significantly increased (up) or decreased (down) DMCs (p < 0.001) were marked with † for hypoDMCs and # for hyperDMCs. U and D represent an up or down-regulated occurrence compared to CpGs, respectively.

To examine the genomic distribution of detected CpGs and DMCs, all CpG sites were annotated using HOMER as previously described [20]. CpGs were classified into Promoter, 5′UTR, Exon, 3′UTR, TTS, LTR, LINE, SINE, Intron, Intergenic, and other (including ncRNA) categories. The average DNA methylation level was significantly decreased in the arsenic group within SINE, intronic, and intergenic regions, whereas LINE regions exhibited a significant increase in average methylation (Fig. 2C, Fig. S2B). Notably, the decreased average methylation within LTR and LINE regions observed in F1 sperm was not detected in prospermatogonia.

Classification based on CpG annotation showed that CpGs in F1 prospermatogonia were primarily distributed across promoters, exons, LTRs, LINEs, introns, and intergenic regions (Fig. 2D). In contrast to F1 sperm, neither an increased frequency of DMCs within LTR and LINE regions nor a predominance of hypoDMCs in these regions was observed in F1 prospermatogonia (Fig. 2D).

Taken together, these results indicate that gestational arsenic exposure–induced global hypomethylation is already evident at the prospermatogonial stage. However, the increased DMC frequency and predominance of hypoDMCs within LTR and LINE regions characteristic of F1 sperm are not present at this stage, suggesting that these retrotransposon-associated methylation alterations are established after the prospermatogonial stage.

### Genome-wide DNA methylation analysis of F1 type A spermatogonia

Next, to determine whether the DNA methylation features observed in F1 sperm following gestational arsenic exposure are present at the type A spermatogonial stage, we performed RRBS analysis using DNA derived from F1 type A spermatogonia. 

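Type A spermatogonia were isolated by the authors at postnatal day 6 from F1 males whose dams drank water with 85 ppm sodium arsenite from gestational day 8 to 18, or tap water. Each sample was a pool of 8 testes from 4 mice, and 4 control and 4 arsenic samples were sequenced. RRBS cuts DNA with MspI before bisulfite conversion, so that CpG-rich sequence is read at high coverage and a cytosine that still reads as C was methylated. The authors trimmed the reads with Trim Galore, mapped them to mm10 with Bismark and joined the counts of the 8 samples with methylKit. The deposited values are counts of methylated and unmethylated reads at each cytosine, without normalization, and these counts were used here as they are. Coverage summed over CpGs was 121351202, 103401214, 112901012 and 96428439 in control samples 1 to 4, and 97433083, 118963163, 108517069 and 133406260 in arsenic samples 1 to 4. A read that spans several CpGs counts at each of them, so that these sums exceed the number of reads. The median coverage of a CpG was 33 to 40 reads in the control samples and 31 to 44 in the arsenic samples. The level of a CpG in a sample was the percentage of methylated reads, and the average level of a sample was the unweighted mean over CpGs. The pooled samples, not the CpGs, were taken as the replicates. Average levels were compared with a two-sided exact permutation test over the 70 ways to choose 4 of the 8 samples. At 300000 CpGs drawn at random, the chi-square per CpG between samples was 2.00 to 2.07 in the 12 pairs of one group and 1.98 to 2.08 in the 16 pairs of different groups. The ranges overlapped, and the medians were 2.02 and 2.04. Promoters that are unmethylated in male germ cells were read as a measure of the cells present. Of 14 maternally imprinted genes, 9 had at least 3 cytosines in the promoter, and their average level over the 8 samples was 61.6%, with single samples between 58.1% and 64.5%. Of 12 genes expressed in the germ line whose promoters are methylated in somatic cells, 10 were covered, at 82.2%, with single samples between 78.1% and 85.6%. The median over all 12637 covered promoters was 1.83%.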

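The deposited table lists 2131605 cytosines, and the lowest coverage in any sample is 10 reads. Chromosomes 1 to 19, X and Y of mm10 hold 2130064 of them, which were the CpGs used here. The others lie on scaffolds and the mitochondrial genome. In the reference sequence, 99.98% of the cytosines used are followed by a G. Each strand of a CpG counts as a site of its own, and 1551623 sites remained when both strands were summed. A coverage of at least 20 reads in every sample was reached at 1285363 CpGs, and of at least 30 reads at 822917.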

MethylKit analysis (destrand = false) identified 2,130,064 CpG sites common to all eight samples from the control and arsenic-exposed groups.

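The average level was 54.1% ± 0.0804 (SD, n = 4) in the control samples and 53.8% ± 0.175 (SD, n = 4) in the arsenic samples, a difference of −0.311 percentage points. Every arsenic sample, between 53.6% and 54.0%, lay below every control sample, between 54.1% and 54.3% (exact permutation test, two-sided p = 0.0286, the smallest p that 4 samples against 4 allow). When all methylated reads were divided by all reads, so that deep CpGs weigh more, the difference was −0.712 points and the groups overlapped (exact permutation test, p = 0.286). With any 1 control sample left out, 1 of the remaining assignments besides the real one was as extreme, and the exact permutation p was 0.0571. The average level was lower in the arsenic group on 21 of 21 chromosomes, by amounts from −0.380 points on chromosome 11 to −0.0473 points on chromosome Y. On 11 chromosomes the groups did not overlap, and the p of the exact permutation test became 0.0545 after Benjamini-Hochberg adjustment over the 21 chromosomes, so that 0 passed 0.05. This count depended on single samples. Without arsenic sample 1, 19 chromosomes had an adjusted p of at most 0.05, and without control sample 3 the level was lower on 19 chromosomes rather than on every one.

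**Figure D1:**
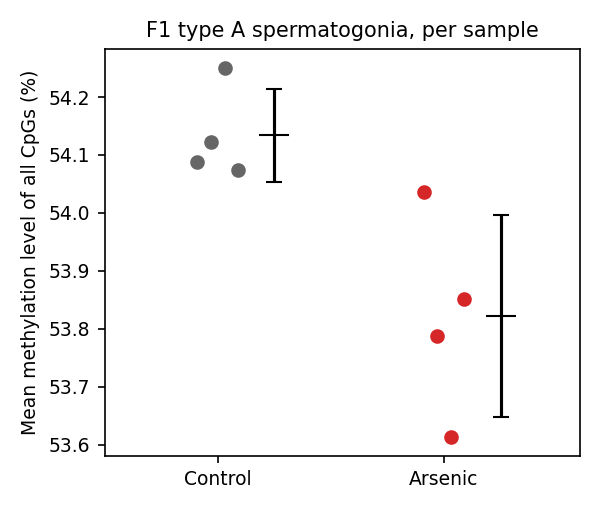
Average methylation level of all CpGs (vertical axis, percent) in each control (grey) and arsenic (red) sample, with the mean and SD of each group as bars. The axis spans less than 1 percentage point and does not start at 0, and the highest arsenic sample, at 54.0%, lies just below the lowest control sample, at 54.1%.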

The average DNA methylation level across all chromosomes was significantly lower in the arsenic group (53.81%) compared with the control group (54.13%) (Fig. 3A, Fig. S2C). A volcano plot illustrating methylation differences at individual CpG sites identified 6,875 hypoDMCs (blue) and 4,858 hyperDMCs (red) using a threshold of ≥10% methylation difference and q < 0.01 (Fig. 3B).

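Group counts were compared at each CpG with the likelihood-ratio test that logistic regression gives for a factor with 2 levels, without a term for overdispersion. With a Benjamini-Hochberg q of at most 0.01 and at least 10 percentage points between the coverage-weighted group levels, 6885 hypoDMCs and 4867 hyperDMCs were found, 0.552% of the CpGs. HypoDMCs made up 58.6% of the 11752 DMCs. The median difference was −15.9 points in hypoDMCs and 16.0 points in hyperDMCs. A further 5820 CpGs passed the q but differed by less than 10 points. This test treats reads as independent, whereas counts varied between samples of one group more than reads drawn at random would. The mean overdispersion over CpGs was 1.77, where counting error alone gives a mean of about 1. The median was 1.49 over CpGs and 2.19 over DMCs. When the spread between samples was included, with limma on the log2 ratio of methylated to unmethylated reads, 0 DMCs were found, and 108901 CpGs (5.11%) had an unadjusted p under 0.05. In simulated data with 4 samples per group, limma called 42 to 73 of 100 CpGs changed by 45 points and 2 to 5 of 100 changed by 25 points. Smaller changes, such as the median difference of the DMCs, were not simulated, so that the 0 of limma says little about changes of that size. At 5166 DMCs (44.0%), every arsenic sample lay on one side of every control sample. Among all CpGs the groups were separated in this way at 44760 (2.10%). All 35 ways to split the 8 samples into 4 and 4 were put through the same likelihood-ratio test, and the 34 splits that mix the groups gave between 9912 and 11686 DMCs and separated their 2 sides at 42142 to 44933 CpGs.

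**Figure D2:**
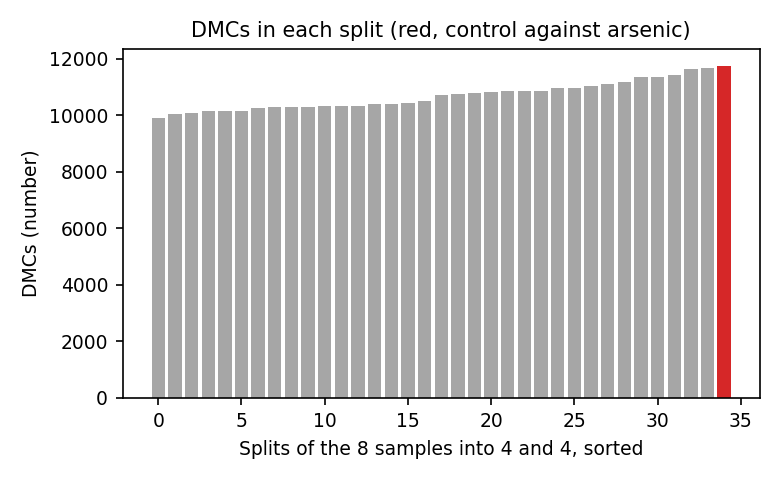
Number of DMCs (vertical axis) in each split of the 8 samples into 4 and 4, sorted along the horizontal axis. The red bar is the split into control and arsenic, with 11752 DMCs, and the median of the grey bars, which mix the groups, is 10615.5.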

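The DMCs with the largest differences were taken among those whose groups did not overlap, and they lie at low coverage. Differences are between the coverage-weighted group levels used to call DMCs, and levels with SD are unweighted means of the samples, so that the 2 need not match. The largest decrease, −46.3 points with a q of 3.75e-06, was at position 121914296 of chromosome 5 in an intron of Cux2, where the level was 84.7% ± 12.1 (SD, n = 4) in control and 37.7% ± 10.6 (SD, n = 4) in arsenic samples at 14 to 26 reads per sample. Next was position 48985695 of chromosome 7 in an intron of Nav2, which fell by 43.9 points with a q of 2.06e-06, from 89.3% ± 9.63 to 49.4% ± 17.1 (SD, n = 4 in each group; −39.8 points unweighted), at 14 to 31 reads. An intergenic site at position 71778198 of chromosome 12, 52870 bases from Daam1, fell by 43.4 points with a q of 4.85e-06, from 91.0% ± 6.05 to 41.9% ± 18.9 (SD; −49.0 points unweighted), at 10 to 36 reads. The largest increase, 48.1 points with a q of 3.53e-05, was at position 55712635 of chromosome 14 in an exon of Tgm1, where the level rose from 24.3% ± 6.03 to 70.3% ± 35.1 (SD) at 12 to 27 reads. An increase of 44.6 points with a q of 2.62e-05 was seen at position 5950550 of chromosome 17 in an intron of Synj2, from 54.0% ± 26.8 to 96.4% ± 4.17 (SD) at 10 to 17 reads. The level at position 87634213 of chromosome 5, 31995 bases from Csn1s1, rose by 43.9 points with a q of 1.05e-08, from 54.3% ± 17.7 to 98.2% ± 3.57 (SD) at 15 to 28 reads. At these sites the q of limma was between 0.917 and 0.972. The site in Tgm1 differed by 36.0 points without arsenic sample 1 (q = 0.0125), and the site in Synj2 by 28.9 points without control sample 4 (q = 0.0108), so that neither passed 0.01 without that sample.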

**Fig. 3:**
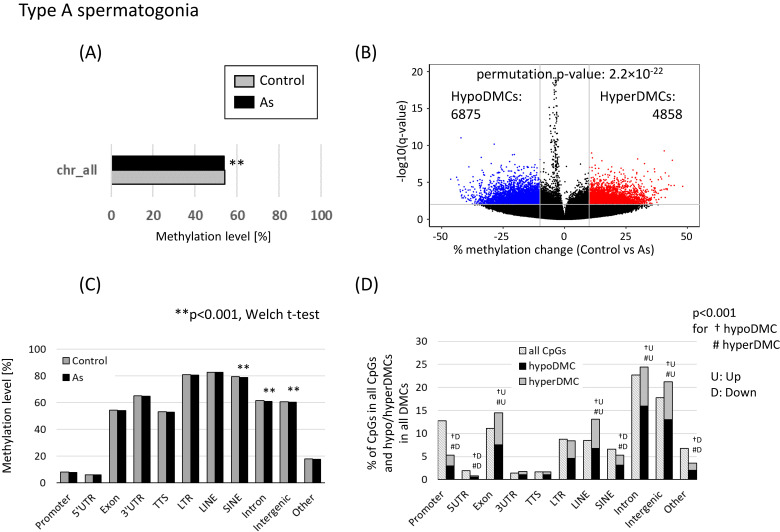
Methylome profiles of F1 type A spermatogonia in the control and arsenic groups. A) Average methylation levels of all CpGs and in all chromosomes in F1 type A spermatogonia. B) Volcano plot for the differences in the methylation levels of CpG sites between the control and arsenic groups. C) Average methylation levels of all CpGs in the annotated regions. D) Distribution (%) of detailed annotated regions among all CpGs (gray bars) and among all DMCs (hypoDMCs (black bars) plus hyperDMCs (white bars)). Please see the legend for Fig. 2.

To analyze the genomic distribution of detected CpGs and DMCs, all CpG sites in type A spermatogonia were annotated using HOMER, as described for prospermatogonia. 

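Each CpG was assigned to 1 of 11 regions in the order HOMER uses, from 45756 curated RefSeq transcripts, with the promoter from −1 kb to +100 b of the start site. The repeat annotation that HOMER uses was not used here. Sequence similar to full-length L1 or retroviral elements of the same genome was called LINE-like or LTR-like, and other soft-masked sequence, which includes the SINEs, was kept together. In introns (631913 CpGs) the level was 55.8% ± 0.131 (SD, n = 4) in control and 55.3% ± 0.207 (SD, n = 4) in arsenic samples, a difference of −0.470 points. Intergenic sequence (500159 CpGs) fell from 62.0% ± 0.0908 to 61.6% ± 0.194 (SD, n = 4 in each group), by −0.398 points. In these regions and in the 3′UTR, where the difference was −0.346 points, every arsenic sample lay below every control sample. The exact permutation test gives them its smallest two-sided p, 0.0286, and 0.105 after Benjamini-Hochberg adjustment over the 11 regions, so that 0 regions passed 0.05 and 3 did unadjusted. With this smallest p, most of the regions would have to be separated for any to pass. The unadjusted count changed with 1 sample left out, although regions whose groups do not overlap stay separated then. With 3 samples against 4, another assignment can be as extreme as the real one, which raises p, so that a lower count is not a loss of separation. The count was 0 without control sample 1, 2 or 3, and 5 without arsenic sample 1. The other soft-masked sequence (187419 CpGs), where SINEs were not separated, had 77.5% ± 0.106 in control and 77.3% ± 0.160 in arsenic samples (SD, n = 4), a difference of −0.220 points (exact permutation test, p = 0.0857, adjusted 0.189). All 11 regions were lower in the arsenic group. With CpG-rich sequence left out, a choice made after the data were seen, the difference was −0.518 points in introns, the largest value among the choices of region, and 0 regions passed.

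**Figure D3:**
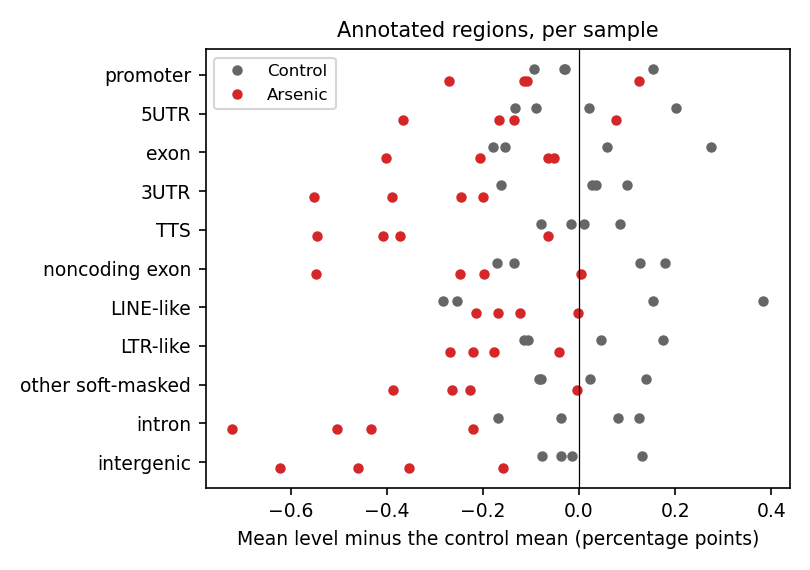
Average level of each sample in each region, as the difference from the control mean of that region (horizontal axis, percentage points), for control (grey) and arsenic (red) samples. The red points lie left of every grey point in the 3′UTR, intron and intergenic lines and overlap them in the others.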

The average DNA methylation level was significantly decreased in the arsenic group within SINE, intronic, and intergenic regions (Fig. 3C, Fig. S2D). In contrast, consistent with the findings in prospermatogonia, the decreased average methylation within LTR and LINE regions observed in F1 sperm was not detected at the type A spermatogonial stage.

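LINE-like sequence, with 127951 CpGs, had an average level of 84.8% ± 0.324 (SD, n = 4) in control and 84.6% ± 0.0911 (SD, n = 4) in arsenic samples. The difference of −0.127 points was smaller than the spread of the control samples (exact permutation test, two-sided p = 0.514), and it was 0.000781 points without control sample 3. LTR-like sequence, with 45819 CpGs, had 87.6% ± 0.138 in control and 87.4% ± 0.0979 in arsenic samples (SD, n = 4). Its difference was −0.177 points (exact permutation test, two-sided p = 0.114, adjusted 0.210). These classes cover elements close to full-length ones and leave out older copies. Whether the difference in introns or intergenic sequence exceeded that in these classes was tested as such. Introns differed by −0.343 points more than LINE-like sequence (exact permutation test, p = 0.286) and by −0.293 points more than LTR-like sequence (p = 0.143). For intergenic sequence the contrasts were −0.271 points with LINE-like (p = 0.2) and −0.221 points with LTR-like sequence (exact permutation test, p = 0.0571, adjusted over the 4 contrasts 0.229). None of the contrasts passed 0.05, so that a larger difference in introns or intergenic sequence than in these classes was not shown.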

Similar to prospermatogonia, neither a marked increase in DMC frequency within LTR and LINE regions nor a predominance of hypoDMCs in these regions—both characteristic features of F1 sperm—was observed in F1 type A spermatogonia (Fig. 3D).

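LINE-like sequence held 6.01% of the CpGs and 9.62% of the DMCs, 581 hypoDMCs and 550 hyperDMCs. Against all CpGs, the log2 odds ratio was 0.53 for hypoDMCs (Fisher's exact test, two-sided, p = 1.07e-15) and 1.00 for hyperDMCs (p = 3.24e-44). The hypoDMCs were 51.4% of the DMCs in LINE-like sequence (95% Wilson interval 48.5 to 54.3%), a share that differed from that in the other regions by −7.98 points (Fisher's exact test, p = 2.61e-07, adjusted over the 11 regions 9.57e-07). Without arsenic sample 3 this difference was −1.15 points (Fisher's exact test, p = 0.469), and without arsenic sample 1 or 2 it was −4.84 (p = 0.00128) or −4.78 points (p = 0.00203). LTR-like sequence held 2.15% of the CpGs and 1.18% of the DMCs, 85 hypoDMCs and 54 hyperDMCs. Here the log2 odds ratios were −0.81 (p = 2.15e-08) and −0.97 (p = 5.96e-08), and hypoDMCs were 61.2% of the DMCs (95% Wilson interval 52.9 to 68.8%), which did not differ from the other regions (Fisher's exact test, p = 0.603). The intervals cover counting error only, and CpGs are not independent replicates. In introns, hypoDMCs were more frequent than CpGs (log2 odds ratio 0.16, Fisher's exact test, p = 1.55e-05) and hyperDMCs less frequent (−0.36, p = 1.66e-14). Without control sample 1 or 2 the former ratio was 0.036 (Fisher's exact test, p = 0.328) or 0.063 (p = 0.0955), and without control sample 2 the latter was −0.11 (p = 0.0179). In intergenic sequence both were more frequent, with log2 odds ratios of 0.30 and 0.31, as in exons, with 0.26 and 0.70. Promoters held fewer of both, −1.42 and −1.32. The ratios of intergenic sequence, exons and promoters kept their sign with 1 sample left out, but some moved. HyperDMCs in intergenic sequence then ranged from 0.18 to 0.29. In promoters the ranges were −1.84 to −0.91 for hypoDMCs and −1.75 to −0.97 for hyperDMCs. When the CpGs with a mean level between 10 and 90% served as background, which can move by 10 points in either direction, the log2 odds ratios of LINE-like sequence were 0.18 (Fisher's exact test, p = 0.0221) and 0.77, and those of promoters turned to 0.048 and 0.42 and of intergenic sequence to −0.16 and −0.17.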

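The difference between the groups was not spread evenly over CpGs of different levels. CpGs whose mean over the 8 samples lay between 5 and 80% were 30.3% of the CpGs and carried 78.1% of the difference. The groups did not overlap at 10 to 20% (−1.45 points, 76669 CpGs), 20 to 40% (−1.36 points), 40 to 60% (−0.963 points) and 60 to 80% (−0.425 points, 287134 CpGs), with an adjusted p of 0.0786 in each of the exact permutation tests over 11 level classes. Between 80 and 90% the difference was −0.0916 points, between 90 and 95% −0.137 points and between 95 and 100% −0.137 points. In these classes the groups overlapped (exact permutation test, p = 0.571, 0.171 and 0.257). CpGs inside CCGG, the MspI site, differed by −0.468 points, from 67.8% ± 0.0924 to 67.3% ± 0.295 (SD, n = 4).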

Taken together, these results indicate that the global DNA hypomethylation observed in F1 sperm following gestational arsenic exposure was also present at the type A spermatogonial stage. In contrast, the increased frequency of DMCs and the predominance of hypoDMCs within LTR and LINE regions were not established at the type A spermatogonial stage. These findings suggest that the characteristic retrotransposon-associated methylation alterations are progressively established during spermatogenesis subsequent to the type A spermatogonial stage.

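DMCs of the splits that mix the groups were placed on these sequences in the same way. LINE-like sequence held between 9.58 and 10.7% of their DMCs, and 34 of the 35 splits, the real one included, gave a share at least as high as that of the control and arsenic groups. For LTR-like sequence the range was 1.04 to 1.71%, and 33 of the 35 splits were at least as high. Of the 34 splits, 16 set 3 samples of one group and 1 of the other against the rest and keep part of the contrast. In the 18 with 2 samples of each group on both sides, set apart after the counts were seen, the shares were 9.88 to 10.7% and 1.28 to 1.71%. The paper reasons from the lower average level, together with LTR and LINE regions in which neither frequent DMCs nor mostly hypoDMCs were seen, that the global change is present at the type A stage and that the changes in retrotransposons are not. Since F1 sperm carry both, the paper proposes that those in retrotransposons arise after this stage.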

Differentially methylated regions (DMRs) were identified using the edmr method [41] and annotated using HOMER. However, no genes were identified in which DMRs showing consistent methylation changes in the same direction (either hypo- or hypermethylated) were located in promoter regions in both prospermatogonia and type A spermatogonia (data not shown).

### Expression changes in DNA methylation enzyme family genes

Because global DNA hypomethylation was observed in both F1 prospermatogonia and type A spermatogonia by gestational arsenic exposure, we next examined the expression of genes encoding DNA methylation–related enzymes. In prospermatogonia, the expression levels of the DNA methyltransferases *Dnmt1* and *Dnmt3a* were significantly decreased in the arsenic-exposed group compared with controls (Fig. 4). In addition, the expression of the DNA demethylation–associated genes *Tet1*, *Tet2*, and *Tet3* was also significantly reduced in the arsenic group (Fig. 4). In contrast, although these genes tended to show decreased expression in type A spermatogonia from the arsenic-exposed group, none of the changes reached statistical significance (Fig. 4).

**Fig. 4:**
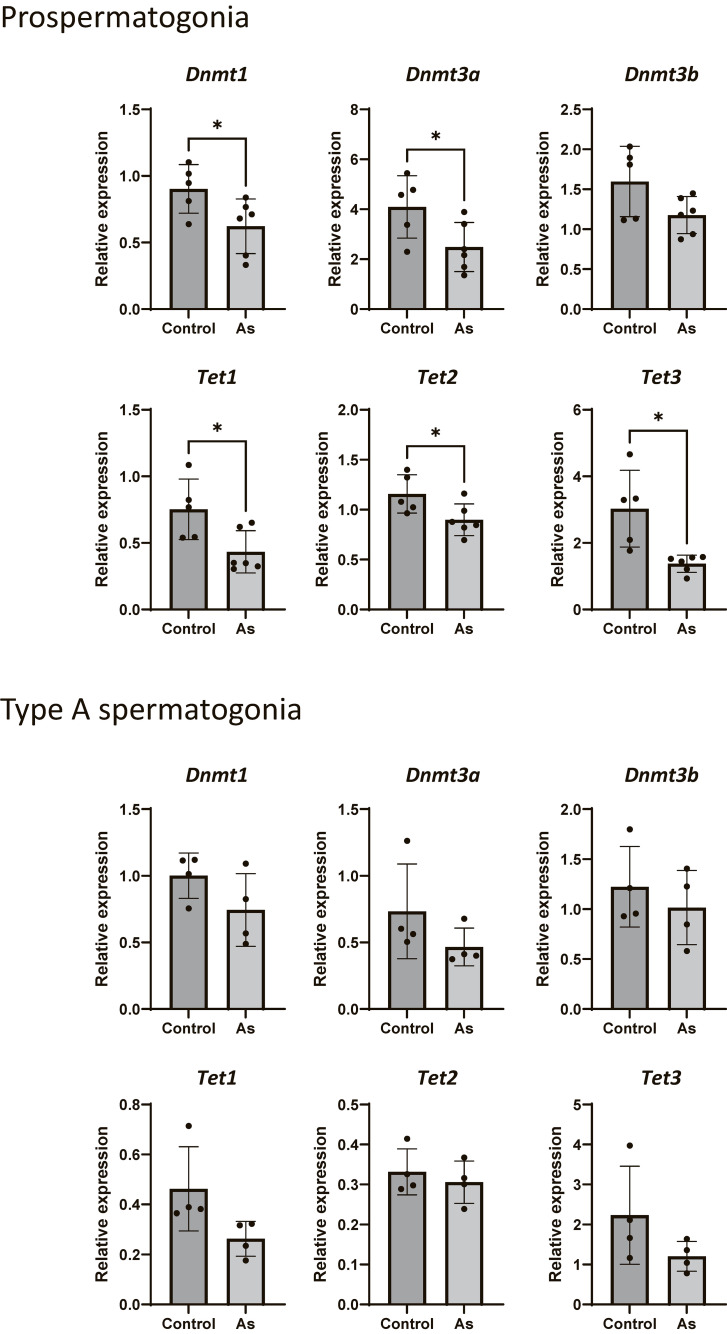
Expression levels of Dnmt and Tet family genes in F1 prospermatogonia and type A spermatogonia. Bar graphs represent the mean ± SEM (prospermatogonia: control n = 5, arsenic-exposed (As) n = 6; type A spermatogonia: control n = 4, arsenic-exposed n = 4). Statistical significance was assessed using a two-tailed unpaired Welch’s t-test. *P < 0.05 (Control vs. As).

These findings indicate that alterations in the expression of DNA methylation–related enzymes occur predominantly at the prospermatogonial stage and may contribute to the global DNA hypomethylation detected at this stage. Moreover, the persistence of global hypomethylation in type A spermatogonia despite the absence of significant changes in enzyme expression suggests that DNA methylation alterations detected at the prospermatogonial stage may be maintained during subsequent spermatogenic progression.

## Discussion

In this study, we aimed to determine at which stage of spermatogenesis the DNA methylation alterations observed in F1 sperm following gestational arsenic exposure—global DNA hypomethylation, an increased frequency of DMCs within LTR and LINE regions, and a marked predominance of hypoDMCs in these retrotransposon-associated regions—are established. We found that global DNA hypomethylation was already detected at the prospermatogonial stage. In contrast, retrotransposon-associated methylation changes characterized by increased DMC frequency and predominance of hypoDMCs were not detected in prospermatogonia or type A spermatogonia. Therefore, the characteristic DNA methylation alterations observed in F1 mature sperm by gestational arsenic exposure appear to result from stepwise establishment during spermatogenesis.

Global DNA hypomethylation observed in prospermatogonia by gestational arsenic exposure was accompanied by reduced expression of *Dnmt1*, *Dnmt3a*, and *Tet1/2/3*. During fetal germ cell development, male germ cells undergo genome-wide DNA demethylation at the primordial germ cell (PGC) stage, followed by de novo methylation from late fetal prospermatogonia through early postnatal type A spermatogonia, mediated by Dnmts and Tets. This reprogramming establishes the methylation patterns that form the foundation of the male germline [32, 33]. The global DNA hypomethylation observed in this study may be primarily attributable to reduced *Dnmt1* expression in prospermatogonia, leading to impaired maintenance of DNA methylation during DNA replication and a consequent decrease in overall methylation levels. Proper re-establishment of DNA methylation patterns in fetal germ cells requires coordinated regulation of both methylation and demethylation pathways [33]. Therefore, the reduced expression of *Tets* in prospermatogonia is unlikely to directly promote demethylation; rather, it may reflect a broader destabilization of the epigenetic reprogramming process.

In contrast, the DNA methylation alterations detected in retrotransposon regions of mature sperm—namely, the increased frequency of DMCs and the predominance of hypomethylated DMCs within LTR and LINE elements—were not observed in prospermatogonia or type A spermatogonia. During spermatogenesis, retrotransposons are tightly regulated by multilayered mechanisms, including DNA methylation, the piRNA pathway, and repressive chromatin modifications [34–37]. It has been reported that the piRNA pathway plays a central role in retrotransposon silencing during the prospermatogonial stage, whereas DNA methylation becomes increasingly important at later stages [38, 39]. In the present study, reduced expression of *Dnmt1* and *Dnmt3a* was detected from the prospermatogonial stage in arsenic-exposed mice (Fig. 4). Such reductions in DNA methylation–related enzymes may have progressively impaired the proper maintenance of DNA methylation at retrotransposon loci during spermatogenesis, thereby contributing to the emergence of retrotransposon-associated DNA methylation alterations in mature sperm.

This study has several limitations. First, only a single exposure dose was used, and dose–response relationships were not evaluated. Second, this study focused on the timing of establishment of DNA methylation alterations during spermatogenesis, and no functional analyses were performed to assess how these epigenetic changes in F1 sperm may contribute to the increased incidence of liver tumors observed in the F2 generation. The functional significance of the DNA methylation alterations observed in prospermatogonia and type A spermatogonia remains to be further investigated.

## Conclusions

This study demonstrated that DNA methylation alterations in F1 sperm induced by gestational arsenic exposure are established in a stepwise manner during spermatogenesis. Global DNA hypomethylation was already detected at the prospermatogonial stage and may persist throughout subsequent germ cell development. In addition, more locus-specific methylation alterations—characterized by an increased frequency of DMCs and a predominance of hypoDMCs primarily within retrotransposon-associated regions such as LTRs and LINEs—are detected during later stages of spermatogenic differentiation subsequent to the type A spermatogonial stage (Fig. 5).

**Fig. 5:**
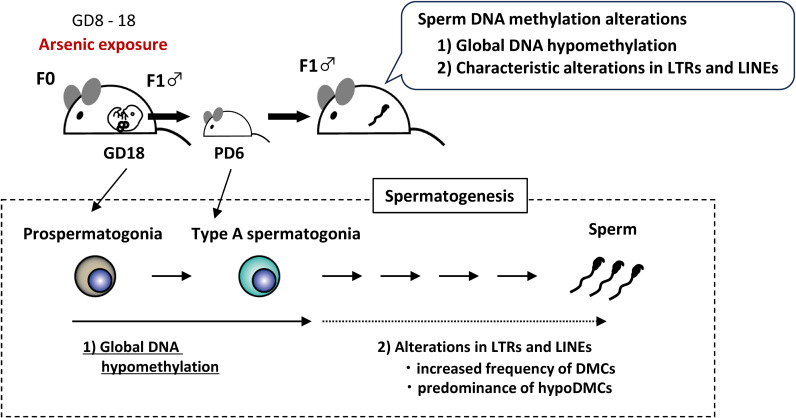
Model of stepwise alterations of sperm DNA methylation by gestational arsenic exposure during spermatogenesis.

# Supplementary material for: Sperm DNA methylation alterations induced by gestational arsenic exposure are established stepwise during spermatogenesis
**Source:** Environ Health Prev Med. 2026 Jul 3;31:43. doi: 10.1265/ehpm.26-00047
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primer sequences for real-time PCR. Fig. S1. Histological analysis of testes from F1 mice following gestational arsenic exposure. Fig. S2. Violin plots of DNA methylation levels.

## Slide 1
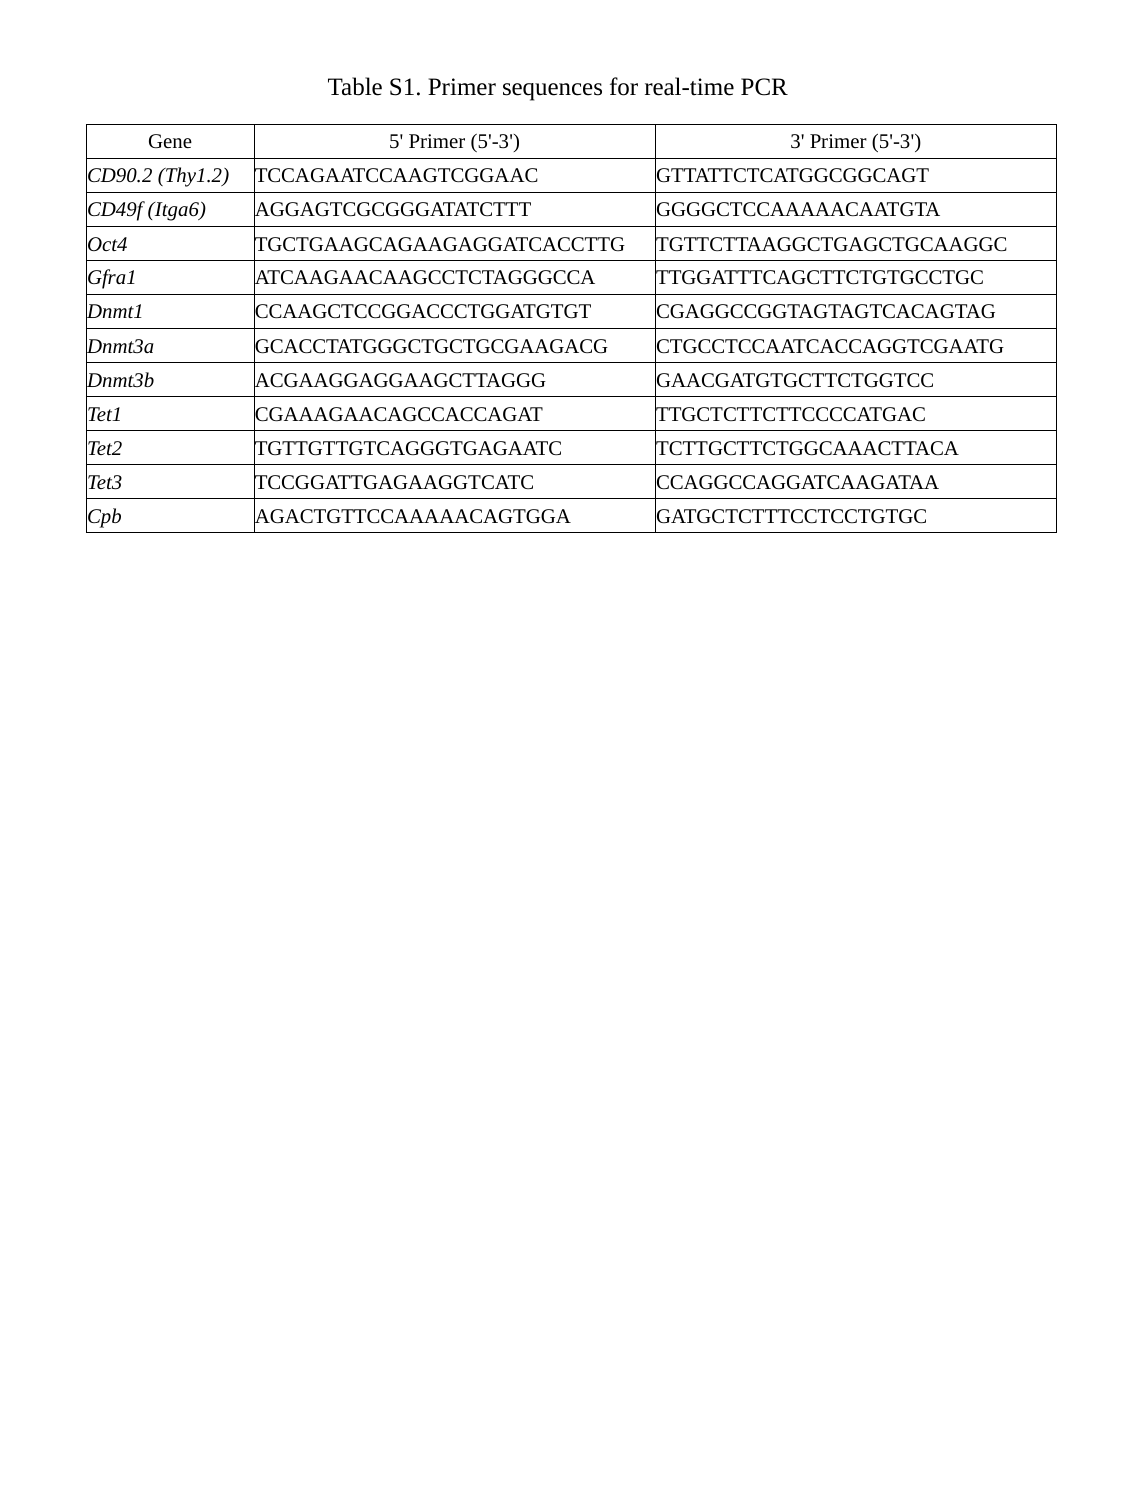

Table S1. Primer sequences for real-time PCR
| Gene | 5' Primer (5'-3') | 3' Primer (5'-3') |
| --- | --- | --- |
| CD90.2 (Thy1.2) | TCCAGAATCCAAGTCGGAAC | GTTATTCTCATGGCGGCAGT |
| CD49f (Itga6) | AGGAGTCGCGGGATATCTTT | GGGGCTCCAAAAACAATGTA |
| Oct4 | TGCTGAAGCAGAAGAGGATCACCTTG | TGTTCTTAAGGCTGAGCTGCAAGGC |
| Gfra1 | ATCAAGAACAAGCCTCTAGGGCCA | TTGGATTTCAGCTTCTGTGCCTGC |
| Dnmt1 | CCAAGCTCCGGACCCTGGATGTGT | CGAGGCCGGTAGTAGTCACAGTAG |
| Dnmt3a | GCACCTATGGGCTGCTGCGAAGACG | CTGCCTCCAATCACCAGGTCGAATG |
| Dnmt3b | ACGAAGGAGGAAGCTTAGGG | GAACGATGTGCTTCTGGTCC |
| Tet1 | CGAAAGAACAGCCACCAGAT | TTGCTCTTCTTCCCCATGAC |
| Tet2 | TGTTGTTGTCAGGGTGAGAATC | TCTTGCTTCTGGCAAACTTACA |
| Tet3 | TCCGGATTGAGAAGGTCATC | CCAGGCCAGGATCAAGATAA |
| Cpb | AGACTGTTCCAAAAACAGTGGA | GATGCTCTTTCCTCCTGTGC |

## Slide 2
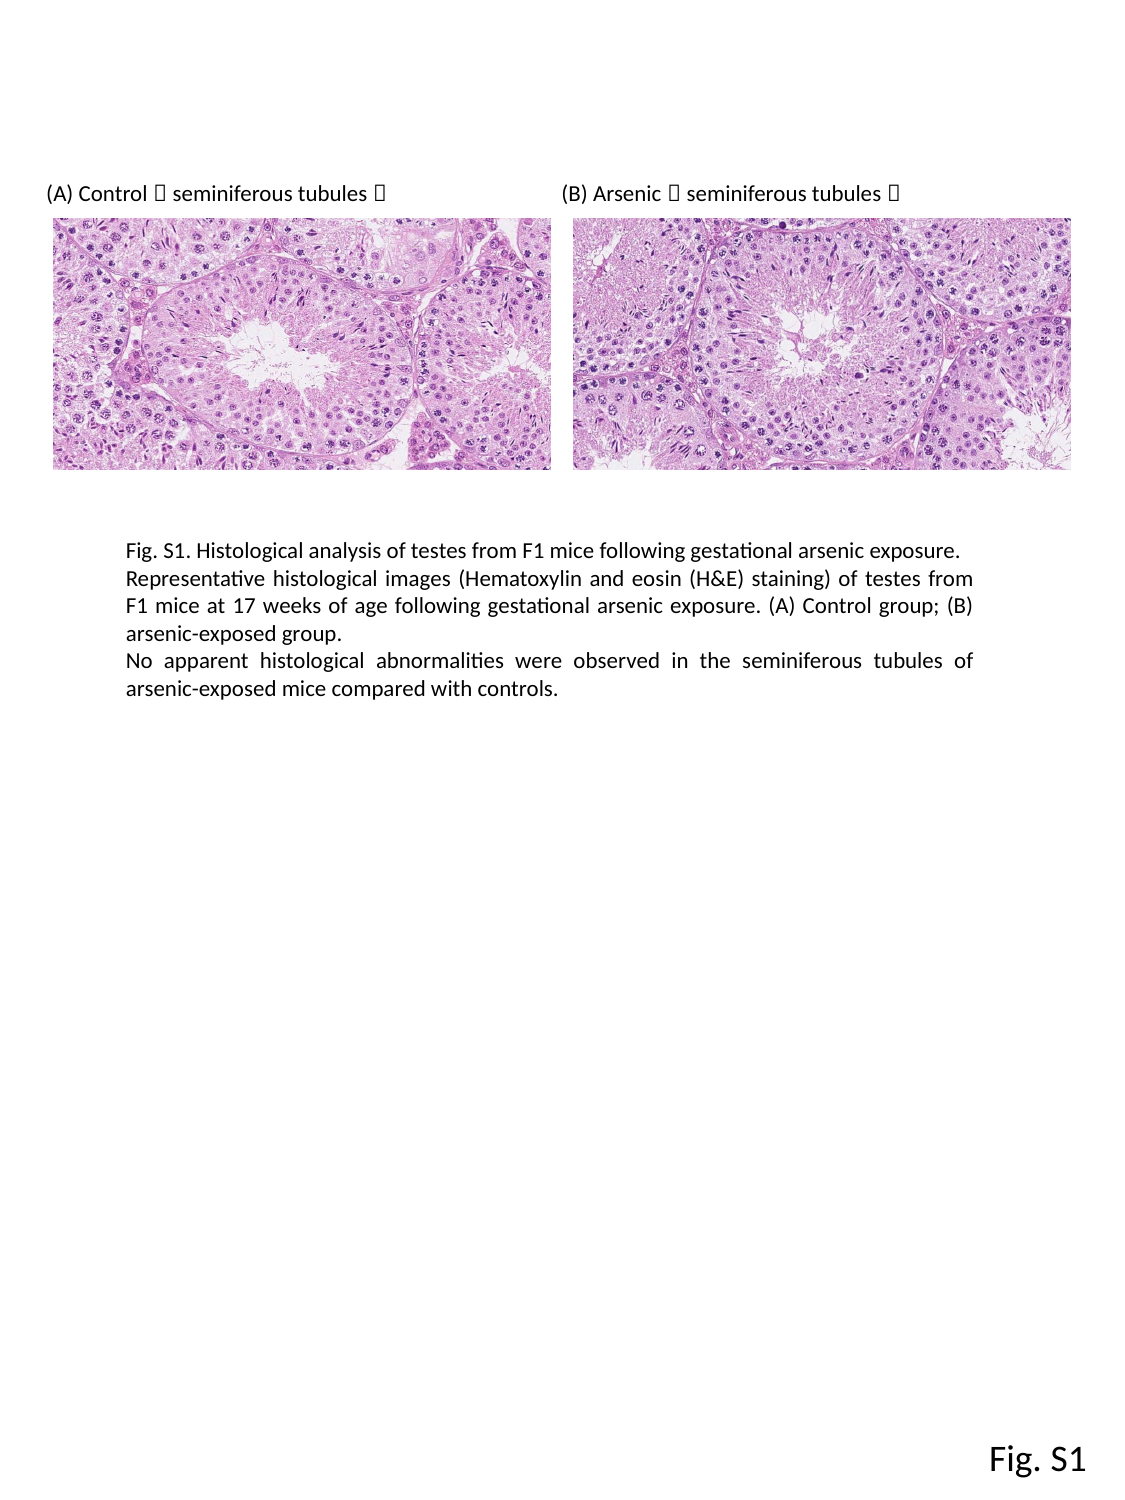

(A) Control（seminiferous tubules）
(B) Arsenic（seminiferous tubules）
Fig. S1. Histological analysis of testes from F1 mice following gestational arsenic exposure.
Representative histological images (Hematoxylin and eosin (H&E) staining) of testes from F1 mice at 17 weeks of age following gestational arsenic exposure. (A) Control group; (B) arsenic-exposed group.
No apparent histological abnormalities were observed in the seminiferous tubules of arsenic-exposed mice compared with controls.
Fig. S1

## Slide 3
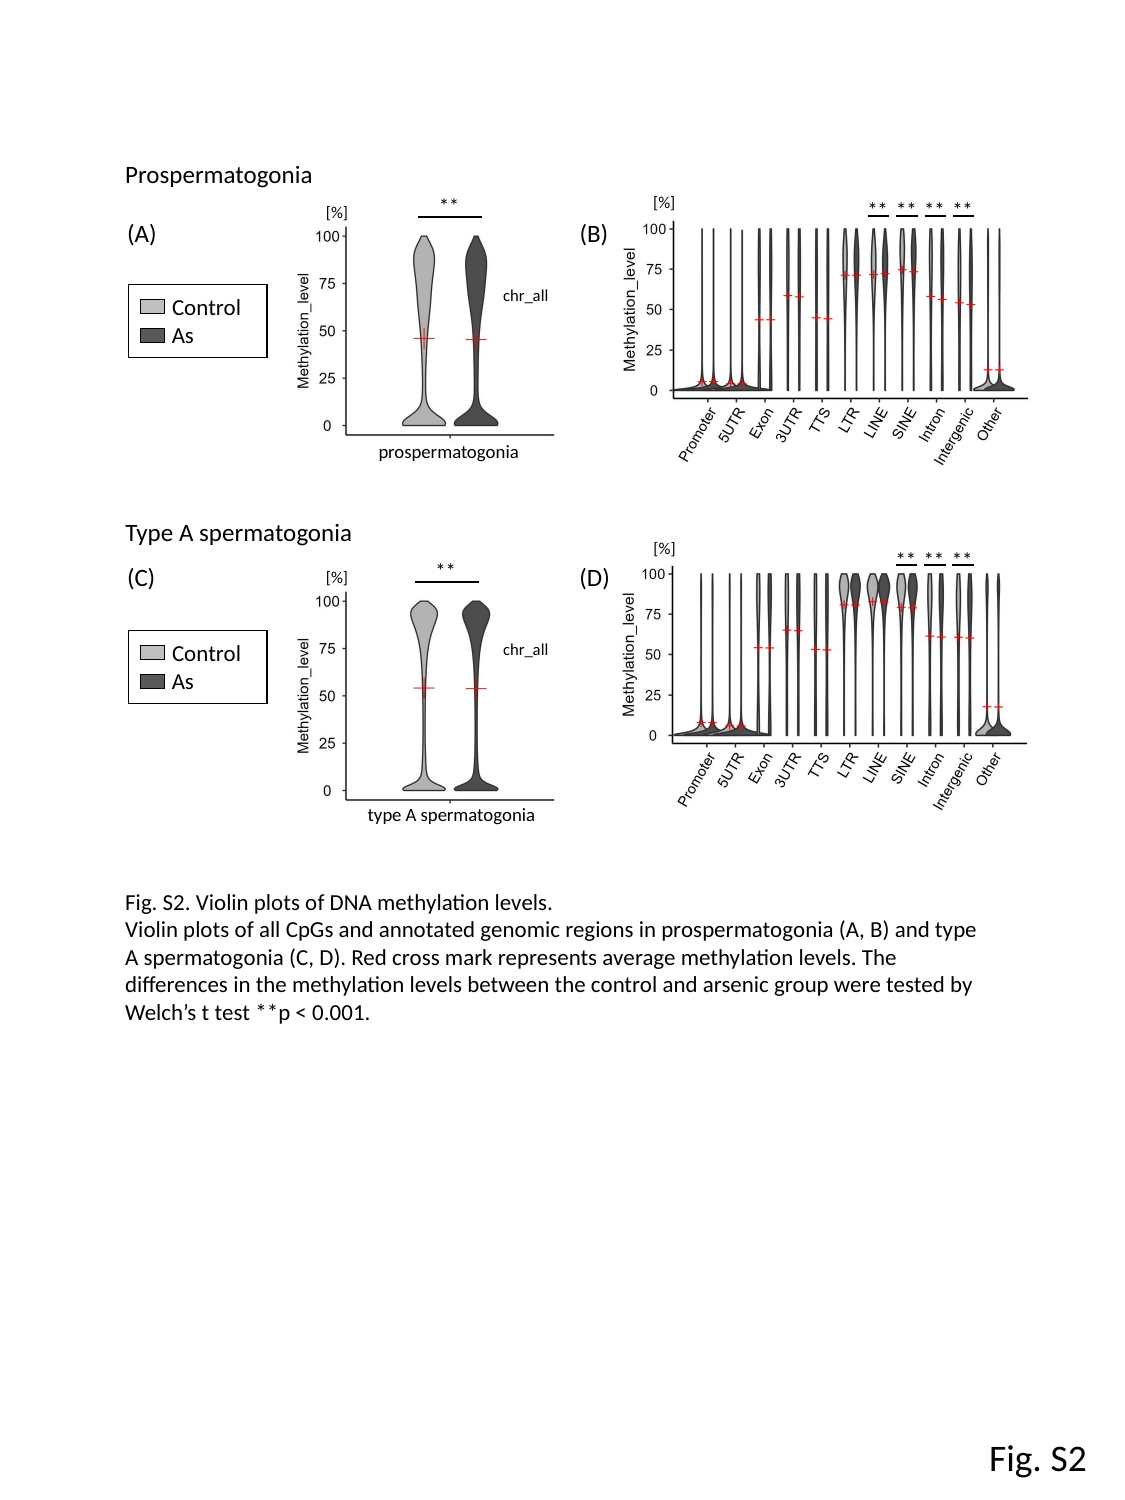

Prospermatogonia
[%]
**
**
**
**
**
[%]
(A)
(B)
chr_all
Control
As
prospermatogonia
Type A spermatogonia
[%]
**
**
**
**
(C)
(D)
[%]
Control
As
chr_all
type A spermatogonia
Fig. S2. Violin plots of DNA methylation levels.
Violin plots of all CpGs and annotated genomic regions in prospermatogonia (A, B) and type A spermatogonia (C, D). Red cross mark represents average methylation levels. The differences in the methylation levels between the control and arsenic group were tested by Welch’s t test **p < 0.001.
Fig. S2

How the deposited data were processed for this re-analysis (not part of the article)

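RRBS was performed by the authors on type A spermatogonia from F1 males at postnatal day 6, in 4 control and 4 arsenic samples, each a pool of 8 testes from 4 mice. The reads were adapter- and quality-trimmed with Trim Galore, mapped to mm10 with Bismark and joined over the 8 samples with methylKit, keeping each strand separate. The paper's text names no versions of these tools. The authors' deposited table gives, as counts, the reads covering each cytosine, the reads that kept the C and the reads with a T, without normalization. It was checked that the coverage equals the sum of both counts at every cytosine (0 exceptions) and that the lowest coverage is 10. Samples were named and grouped from their labels. Prospermatogonia, sperm and gene expression were not analysed here, and no reads were realigned.

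Coverage summed over CpGs, where a read counts at each CpG it spans, ranged from 96428439 to 121351202 per control sample and from 97433083 to 133406260 per arsenic sample. At the median coverage the counting error of a single CpG at an intermediate level is several points or more. It is smaller at CpGs that are almost fully methylated or unmethylated. Single CpGs at intermediate levels are therefore imprecise, and averages over many CpGs are not. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and biopython 1.88, plots were drawn with matplotlib 3.10.9, and limma 3.58.1 was run in R 4.3.3. CpGs on chromosomes 1 to 19, X and Y with coverage of at least 10 in every sample were used, which is the set whose size the paper gives. Average levels of samples, in total, by chromosome and by region, were compared with two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 21 chromosomes and the 11 regions. The paper names a Welch test or a permutation test for average levels, and its text does not say whether CpGs or samples were the unit.

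DMCs were called as in the paper's methods, by logistic regression on the counts, q of at most 0.01 and at least 10 percentage points. methylKit itself was not run. For a factor with 2 levels its logistic regression without overdispersion is the likelihood-ratio test on pooled counts, which was computed directly, and the Benjamini-Hochberg q stood in for methylKit's own adjustment. The paper called regions with eDMR, which was not run. In its place counts were summed over 1 kb windows with at least 3 CpGs and tested by logistic regression with overdispersion scaling and an F test, with the same thresholds. Named sites follow a rule fixed in advance: the 3 hypoDMCs and 3 hyperDMCs with the largest difference whose groups do not overlap, and the 3 lower and 3 higher windows with the lowest q by the same rule. The ribosomal DNA copy falls outside it and was singled out after its values were seen. Mitochondrial CpGs were named for the test of conversion before their values were seen.

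Regions were assigned in HOMER's order from curated RefSeq transcripts on GRCm38. Repeats were classed without the annotation that HOMER uses. Reading frames of at least 900 codons, at least 70% soft-masked, were taken as L1 type when they held the FADD motif and as retroviral type when they held a YxDD motif. The sequence that at least 3 such elements share, in stretches of at least 200 bases, formed 2 libraries, of 40 L1 and 120 retroviral elements, and CpGs in soft-masked sequence were called LINE-like or LTR-like from their hits in blastn 2.17.0 with an e-value of at most 1e-05. This procedure was set up after the data were seen and was revised while the region results were known, on the basis of a test on windows of known class. The revision lowered the frequency of DMCs in LTR-like sequence relative to its CpGs, most of all that of hyperDMCs. In its final form it called 200 of 200 L1 windows, 398 of 400 windows in retroviral reading frames and 78 of 80 windows in long terminal repeats correctly, and 0 of 2000 unmasked windows. The repeat windows came from the same kind of full-length elements as the libraries. Soft-masked sequence of other repeats and older copies were not tested, so that the share of wrong calls among the CpGs classed is unknown. The classes are not HOMER's. They reach elements related to full-length ones, they hold fewer CpGs than the LTR and LINE regions of Fig. 3D, and SINEs stay in the other soft-masked sequence. The frequency of DMCs by region was compared with Fisher's exact test as in the paper, where CpGs count as independent although they are not.

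Promoters of 14 maternally imprinted genes and 12 germline genes were fixed in advance as markers of the cells present, and a promoter was used when at least 3 of its cytosines were covered. No gene is in both lists. Each list was set against 10000 random lists of as many covered promoters. The level at the stretch from 2 kb to 4 kb upstream of H19, which is methylated on both alleles in male germ cells, was read as well.

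The following choices were set before the data were examined: coverage of at least 20 or 30, leaving out CpGs in the 0.1% deepest of any sample, coverage-weighted means, both strands summed, autosomes only, overdispersion scaling, limma on log2 ratios with a pseudocount of 1, a Cochran-Mantel-Haenszel test, the Storey q, unweighted group means, a difference of at least 25 points, a background of CpGs between 10 and 90%, windows with at least 5 CpGs or a difference of at least 5 points, the replicate number as a block, and leaving out each sample in turn. Further choices, made after the data were seen, were the scaffolds and mitochondrial genome, GENCODE transcripts, leaving out CpG-rich sequence, repeat hits of at least 80% identity, and single samples left out at the ribosomal DNA. The tests for DMCs were also tested on simulated data, 50000 CpGs with the coverage of the samples, of which 100 were changed by 25 and 100 by 45 percentage points, with and without overdispersion. All splits of the 8 samples into 4 and 4 were run for the counts of DMCs and windows.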

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

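Of the tests below, those on mitochondrial CpGs and on the level that one methylated allele allows were chosen after the levels of the marker promoters had been seen, as were the bounds used to read the level upstream of H19 and at mitochondrial CpGs.

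Single samples stood apart from the other samples of their group in 2 of 74 groups examined, where chance gives about 3.7. Control sample 3 had an average level of 56.1% on chromosome 1, while the other control samples were all at 55.9%. Arsenic sample 1 had 79.2% on chromosome Y, which has 4899 CpGs, while the other arsenic samples lay between 78.0% and 78.2%. No technical or biological explanation was tested for these samples. Arsenic sample 1 also stood apart on the first principal component, at −10467 against 457 to 618 in the other arsenic samples, and without it 19 chromosomes rather than 0 had an adjusted p of at most 0.05 in the exact permutation tests of the average level.

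Promoters outside those that the paper discusses were methylated where male germ cells have little methylation. The maternally imprinted promoters averaged 61.6% over the 8 samples and the germline gene promoters 82.2%. Of 10000 random lists of promoters of the same size, 0 were as high in either case, the highest reaching 57.0% and 54.3%. Both groups shared the pattern, with differences of −2.50 points (exact permutation test, two-sided p = 0.143) and −1.57 points (exact permutation test, p = 0.371), so that exposure, the condition in the design, does not account for it. Incomplete bisulfite conversion is argued against by the mitochondrial CpGs, whose level reached 1.47% in the highest sample. For the germline gene promoters, windows that reach past the regulated CpGs are argued against as well, since these promoters stood at 82.8% within 300 b of the start site. For the imprinted promoters this explanation stays open, since only 6 of the 9 covered genes had cytosines that close. DNA of somatic cells in the fractions is a candidate explanation that stays open, since somatic cells carry methylation on one allele of the imprinted promoters and on both alleles of the germline gene promoters. With one methylated allele, however, methylated reads would not outnumber unmethylated ones, whereas the imprinted promoters stood between 58.1% and 64.5% in single samples and between 50.8% and 82.5% in the 9 single genes. Within 300 b of the start site, where 6 of these genes were covered, they averaged 57.6%, with single samples from 51.3% to 63.4%. The highest genes, Slc38a4 at 82.5% on 3 cytosines and Mest at 76.7% on 5, were not among these 6. The other covered imprinted genes lay between 50.8% and 62.0%. Somatic DNA alone would therefore not give the level of the imprinted promoters if all their CpGs are imprinted, which was not tested, and it stays open as a part. Its test was the stretch upstream of H19 on chromosome 7, from 142580146 to 142582146, which had an average level of 66.3% and ranged from 58.1% to 81.2% between samples. This stretch holds 4 cytosines in the data, too few to place it between the level of somatic cells and that of germ cells. It therefore cannot tell somatic DNA from methylation of these promoters in the germ cells themselves. The germline gene promoters, between 60.7% and 94.9% in single genes, stood nearer to the methylation of both alleles in somatic cells than to the little methylation of germ cells. A large part of somatic DNA was thus not excluded. The paper reports a higher expression of type A spermatogonial markers in this fraction than in the prospermatogonial fraction (Fig. 1A), which was not analysed here. If somatic DNA were present, the values for type A spermatogonia might hold for a mixture of cells.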

How the results depend on the processing

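The replicate numbers do not appear to pair the samples. Deviations from the group mean correlated at −0.00192 to 0.00181 in the 4 pairs of control and arsenic samples with the same number and at −0.00434 to 0.00624 in the 12 pairs with different numbers. With the replicate number as a block, the average level still differed by −0.311 points, and its sign-flip p was 0.125, the smallest that 4 pairs allow.

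The lower average level kept its direction under every choice run. Its exact permutation p also stayed at 0.0286 with coverage of at least 20, with strands summed, on autosomes and with scaffolds. It did so without the deepest CpGs too, which are too few to move an unweighted average by as much. At coverage of at least 30 the difference was −0.309 points (exact permutation p = 0.0571), and with the coverage-weighted mean −0.712 points (p = 0.286). The cause of these was not tested. Across the 8 fits that each left out 1 sample it ranged from −0.383 to −0.241 points. On single chromosomes, 12 reached an adjusted p of at most 0.05 without the deepest CpGs, because the groups were separated on 1 more chromosome, and from 0 to 19 did when 1 sample was left out. The 19 came without arsenic sample 1, and 0 in each other case.

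The number of DMCs depended on the test. With overdispersion scaling and the F test, with limma and with limma and the replicate block, 0 DMCs, 0 hypoDMCs and 0 hyperDMCs were called, at lowest q of 0.893, 0.917 and 0.977, while 82476, 108901 and 107201 CpGs had an unadjusted p under 0.05. In simulated data the F test called 0 of 200 changed CpGs, so that its count of 0 carries no information. limma called 2 to 5 of 100 CpGs changed by 25 points and 42 to 73 of 100 changed by 45 points, and with the block 0 to 1 and 0 to 36. The likelihood-ratio test called 58 to 62 and 98 to 99 of them, with 2 false calls when reads were independent and 115 when overdispersed. No change as small as the median difference of the DMCs was simulated, so that the 0 of limma says little about changes of that size. The Cochran-Mantel-Haenszel test gave 8035 DMCs, of which 7362 were shared with the main test. At coverage of at least 30, with fewer CpGs tested, there were 6874 DMCs (4208 hypoDMCs and 2666 hyperDMCs). A difference of at least 25 points left 1271 (726 and 545), and strands summed, with fewer sites, gave 6700 (4084 and 2616). HypoDMCs outnumbered hyperDMCs under each choice that gave any DMC. Leaving out 1 sample gave from 11533 to 13107 DMCs. Without overdispersion correction 850 windows of 1 kb were called, and 0 under each other choice.

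No annotated region passed an adjusted p of 0.05 under any choice run, and the level of LINE-like sequence ranged from −0.221 to 0.000781 points between the groups with 1 sample left out. It was above 0 only without control sample 3. Of the combinations of region and direction of DMCs, 15 had a Fisher p under 0.001, as did 14 with repeat hits of at least 80% identity and 8 with CpGs between 10 and 90% as background. Against that background the log2 odds ratios turned positive in promoters (0.048 for hypoDMCs and 0.42 for hyperDMCs), the 5′UTR (0.49 and 0.90) and, for hyperDMCs, noncoding exons (0.49), and negative in intergenic sequence (−0.16 and −0.17). They weakened for hypoDMCs in LINE-like sequence (0.18), LTR-like sequence (−0.56) and introns (0.092, Fisher's exact test, p = 0.0289). By construction this background drops CpGs near 0 and 100%, of which promoters hold many. At coverage of at least 20, hyperDMCs in noncoding exons turned to 0.41, and the cause was not tested. With 1 sample left out they ranged from −0.067 to 0.39 there (negative only without control sample 4 or arsenic sample 3), from −0.95 to −0.48 in LTR-like sequence (weakest without control sample 3) and from −0.16 to 0.071 in other soft-masked sequence (positive without control sample 3 or 4). The share of hypoDMCs in LINE-like sequence stayed below that of the other regions, by −10.3 to −1.15 points with 1 sample left out, and its Fisher p was above 0.001 without arsenic sample 1 (0.00128), 2 (0.00203) or 3 (0.469). The ratio of hypoDMCs in introns fell to 0.036 without control sample 1 (Fisher's exact test, p = 0.328) and to 0.063 without control sample 2 (p = 0.0955). For LTR-like sequence the share ranged from −7.25 points without control sample 3 to 5.62 points without arsenic sample 3, and no fit had p under 0.001.

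Among the main comparisons, 81 of 107 values kept direction and side of the threshold, 5 weakened and 21 counts moved. With 1 sample left out, 137 of 152 did, 8 weakened, 1 moved and 6 reversed. Among single regions and sites, 104 of 138 values did, 20 weakened, 6 became stronger and 8 reversed, and with 1 sample left out 273 of 296 did, 13 weakened, 2 became stronger and 8 reversed. With 4 samples per group, an exact permutation test has no p below 0.0286, so that no chromosome or region could pass its adjustment unless most were separated.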

Differences from the paper's values

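The number of CpGs was the same as the paper's, and the average levels of 54.1% and 53.8% stand beside the paper's 54.13% and 53.81%. The 6885 hypoDMCs and 4867 hyperDMCs stand beside the paper's 6875 and 4858. None of these differs by more than the spread of the samples or by 1.5 times.

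Fig. 3D marks hyperDMCs in introns as more frequent than CpGs. Here hyperDMCs were less frequent in introns, with a log2 odds ratio of −0.36 (Fisher's exact test, p = 1.66e-14) and a range from −0.38 to −0.11 with 1 sample left out. It was −0.28 at coverage of at least 20 and −0.53 with CpGs between 10 and 90% as background, so that no setting run reached the direction in the figure. The same figure marks no change in LTR regions, whereas both kinds of DMC were less frequent in LTR-like sequence here, with log2 odds ratios of −0.81 and −0.97. This difference depends on how the class was built. In an earlier form of the class, set aside because it sorted windows of known class poorly, hyperDMCs were close to no change, as in the figure, and the decrease of hypoDMCs was smaller. The intron and LTR classes of the figure and of this comparison do not hold the same CpGs. Fig. 3D shows more CpGs in LTR and LINE regions than the 2.15% and 6.01% here, and fewer in introns and intergenic regions than the 29.7% and 23.5% here.

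Fig. 3C marks introns and intergenic regions as significantly lower by the paper's test. Here, with samples as replicates, both were lower, each with an unadjusted p of 0.0286, the smallest that the exact permutation test allows. The paper's text names no adjustment over regions. Adjusted over the 11 regions, the p was 0.105 and did not pass 0.05. This adjusted p was 0.0786 at coverage of at least 20 and ranged from 0.0629 to 0.210 with 1 sample left out. No setting run brought either adjusted p below 0.05. SINE regions, which the figure also marks, were not separated here.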

Other observations

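Of the tests in this part, those on the ribosomal DNA, on CpGs between 1 and 20% and on the 18 splits set apart were chosen after results had been seen.

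The average level was lower in the arsenic group by less than 1 point, a size that a technical difference between libraries could produce. If libraries differed in bisulfite conversion, CpGs without methylation would read lower too. CpGs with a mean below 1% differed by 0.0157 points, upward, but they were chosen by their low level, which limits how far they can differ. CpGs from 1 to 2% differed by −0.0655 points (exact permutation test, p = 0.514), from 2 to 5% by −0.265 (p = 0.257), from 5 to 10% by −0.617 (p = 0.0571) and from 10 to 20% by −1.45 points (p = 0.0286). Mitochondrial CpGs (165 cytosines), which were not chosen by level, stood at 1.39% ± 0.0833 in control and 1.21% ± 0.0968 in arsenic samples (SD, n = 4; exact permutation test, two-sided p = 0.0571). Taken as unconverted cytosines, they could shift the average by −0.0832 points, which is 26.7% of the difference. Conversion could therefore account for part of the difference. If nuclear cytosines converted as mitochondrial ones did, these values argue against conversion as the whole. The paper gives its conversion rates as a range without naming the libraries, so that a larger part stays open. Unmethylated cytosines filled in at MspI ends would act at CCGG sites, where the difference was −0.468 points. Outside these sites it was −0.270 points (exact permutation test, p = 0.0286). The value outside argues against fill-in as the whole, and fill-in stays open as a part. Without the 4066 deepest CpGs the average difference was −0.311 points, but each CpG has the same weight in this average. Leaving out so few could not have removed the difference and says nothing about them. With CpGs weighted by coverage it was −0.712 points (exact permutation test, p = 0.286). The median coverage of the samples overlapped between the groups. A different share of somatic cells in the fractions stays open. The maternally imprinted promoters differed by −2.50 points (exact permutation test, p = 0.143) with an SD of 2.84 in the arsenic samples, too wide to exclude a change in that share, so that it and an effect of exposure on the germ cells cannot be told apart. Exposure is the condition that the design names, and it stays among the open explanations.

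The DMC count between the groups was the largest of all splits, 1 of the 35 splits reaching 11752, and the median of the other splits was 90.3% of it. The excess of one direction, 2018 more hypoDMCs than hyperDMCs, was also reached in 1 of the 35 splits, the others giving 75 to 1796. DMCs without overlap between the groups numbered 5166, which 1 of the 35 splits reached, and the others gave 4370 to 5113. CpGs without overlap numbered 44760, which 2 of the 35 splits reached. Some of the other splits keep part of the contrast. The highest, with 11686 DMCs, had an average level difference of −0.292 points. The 18 splits with 2 samples of each group on both sides gave 9912 to 11362 DMCs, with a median of 10396, and an excess of one direction of 75 to 1200. Many of the DMCs called by this test may therefore reflect differences between single pools, while the excess of hypoDMCs is larger than in the other splits.

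Windows of 1 kb with at least 3 CpGs numbered 184159, and 0 were called at q of at most 0.01 with at least 10 points. The lowest q was 0.972, and 8431 windows (4.58%) had an unadjusted p under 0.05. All 35 of the 35 splits gave as many called windows, since each gave 0. These windows were tested with the F test that called 0 of 200 changed CpGs in simulated data, and changed windows were not simulated, so that neither the 0 windows nor this count of splits carries information on whether windows differ. Without a threshold on q, 1 of the 35 splits reached 8431 windows with an unadjusted p under 0.05, the highest other split giving 8244. Among windows whose groups did not overlap, the lowest p values, given with coverage-weighted differences and unweighted levels, were at Clvs2 and Gm15939 on chromosome 10 from 33624001 to 33625000 (−3.37 points, 4.95% ± 0.462 in control and 1.57% ± 0.384 in arsenic samples), at Scoc on chromosome 8 from 83442001 (−6.47 points) and at Gm2164 on chromosome 4 from 124526001 (−7.56 points). The corresponding increases were on chromosome 5 from 129264001, 59902 bases from Adgrd1 (5.98 points), on chromosome 7 from 11181001, 15353 bases from Zscan4d (7.79 points), and on chromosome 5 from 96293001, 26774 bases from Mrpl1 (6.94 points). None of these windows passed, each with a q of 0.972.

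Very small q values gathered in the copy of the 45S ribosomal DNA on chromosome 17 from 39843013 to 39848827, which holds 61 of the 84 CpGs with a q below 1e-10 and 1 DMC. Over its 864 cytosines the level was 21.4% ± 1.46 in control and 19.0% ± 0.453 in arsenic samples (SD, n = 4), a difference of −2.36 points. Every arsenic sample lay below every control sample (exact permutation test, two-sided p = 0.0286), but this copy was picked for its small q between the same samples, so that the test does not argue against the spread between samples of one group, which stays open. With 1 sample left out the difference ranged from −2.87 to −1.81 points, and its exact p rose to 0.0571 without any 1 arsenic sample. Reads from the many ribosomal DNA copies of the genome map to this copy, with a median coverage of 604, and a change in which copies were read could not be separated from a change in methylation. The comparison was singled out from all loci after the q values were seen, so that a lower ribosomal DNA level after exposure may be taken as a hypothesis only.

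The first principal component of the 8 samples held 16.6% of the variance and placed arsenic sample 1 at −10467, the other arsenic samples between 457 and 618, and the control samples between 1027 and 4234 (exact permutation test, two-sided p = 0.0286). The next components held 15.7% and 15.0% and did not separate the groups (exact permutation test, p = 0.857 and 0.6).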
